A study of Astyanax mexicanus with 14 samples. Its data were reported in "Elevated DNA damage without signs of aging in the short-sleeping Mexican cavefish" (2025).

How the data were processed

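The libraries came from whole Mexican tetra (Astyanax mexicanus) larvae of a surface population and of the Pachón cave population. Each library was made from a pool of 4 larvae at 6 days post-fertilization, and the larvae had been given 60 s of UV-B light or left as controls under white light 90 min before collection. Groups and replicate numbers were taken from the sample labels, which gave 4 surface control, 4 surface UV-B, 3 cave control and 3 cave UV-B libraries. The numbers were 2, 3 and 4 in cave controls and 1, 2 and 4 in cave UV-B libraries. Whether further cave libraries were made and left out was not stated. The labels named no sequencing batch.

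The deposited values were raw read counts per gene. According to the study's methods, the authors mapped reads to version 2.0 of the A. mexicanus genome with STAR, took counts from the same mapper and used the Ensembl release 108 annotation. The version of STAR, the strand setting, the handling of read pairs and of reads that map to several places, and any filter on genes were not stated. Overlapping genes, antisense genes and near-identical copies are therefore uncertain, since counting without strand or the loss of shared reads would move their counts. If the table holds the column of a single strand of an unstranded library, part of the reads is missing from it, which was not settled here. Totals, CPM and counting limits therefore describe the deposited counts and can understate the sequencing. The table held 19076 genes, of which 473 had no count in any library, and every row named a gene. Each count column matched a single sample by its name.

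Total counts ran from 7.42 to 15.26 M per library, and 3 counts corresponded to between 0.197 and 0.404 CPM, the unit of counts per mega-count (M) of library total. A count of 0 is compatible with up to 3 counts, and such limits cover counting error only, because amplified reads without molecular identifiers are not independent molecules. Replicates of a group were compared by a chi-square statistic over genes with at least 20 counts in the pair. It came to between 5.01 and 18.5 per degree of freedom, so no library was a repeat of another in its group. Pairs across groups were not compared.

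The comparisons were fitted with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 were called. The surface response, the cave response and the population difference in controls each used only the libraries compared, with no covariate. The difference in response was the population by treatment interaction over all 14 libraries. The study analysed each population separately with DESeq2. Here that tool (version 1.42.0) was an alternative, as was limma-voom (limma 3.58.1). Standard errors of log2 fold changes were the absolute log2 fold change divided by the square root of the F statistic. Normalised CPM used TMM factors of all 14 libraries, and a prior count of 2 entered log2 values. Principal components were taken from the 500 most variable genes after the blind variance stabilizing transformation of DESeq2, and library measures were compared by exact permutation tests, two-sided, with Benjamini-Hochberg values over the 21 tests made.

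The slope of the cave on the surface response was the total least squares slope through the origin over genes tested in both populations, with a jackknife standard error over the 14 libraries. Its noise-corrected form took the variance of each response from the covariance of fold changes in disjoint sets of libraries, over genes with a mean of at least 50 counts. The surface comparison was also fitted in each of the 16 choices of 3 against 3 libraries.

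The count tests were tested on simulated data with 200 changed genes. These genes had a mean of at least 50 counts and changes of at least 2-fold. The simulated spread between replicates depended on the mean count alone. Recovery of smaller changes or of weakly expressed genes was therefore not tested. The edgeR test recovered 100.0% of them for the surface response (15520 genes tested), 94.0% for the cave response (15260 genes tested) and 87.5% for the interaction (16007 genes tested).

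The deposited files do not pair gene identifiers with names, names the study gives outside its methods were not used, and 0 of the identifiers matched the reference gene table (assembly AstMex3_surface) used for names. The study's methods pair cpdp, ddb2 and rpl13a with identifiers. Of the 9 genes chosen before the data were examined because the study discussed them, 2 (cpdp and ddb2) could therefore be measured. The other rule was to name the genes with the highest and lowest log2 fold changes among those called, with a mean of at least 50 counts and no overlap between the groups. It required a gene name, which no other gene had, so only the highest and the lowest gene of each UV-B comparison and of the interaction are given, by identifier (for the interaction the rule used the mean alone). rpl13a was added after its values were seen. The preset DNA repair lists (142 names) and the tests of preset gene sets (523 names in all) were not run.

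Alternatives fixed before the data were examined were median-of-ratios and upper quartile scaling, 3 other gene filters, DESeq2, limma-voom, the replicate number as a block, all libraries in a single model, other settings of the principal components and leaving out each library in turn. Scaling to library totals, thinning every library to the smallest total, scaling to rpl13a and the noise-corrected slope were added after the data were seen.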

Results

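Gene expression was measured by RNA sequencing in 14 libraries of whole Mexican tetra larvae. The species has river-dwelling surface fish and blind cave fish, and the Pachón population is among the latter. The design crossed population with exposure to UV-B, a band of ultraviolet light that damages DNA. There were 4 surface control, 4 surface UV-B, 3 cave control and 3 cave UV-B libraries, each from a pool of 4 larvae collected 90 min after a 60 s exposure. Total counts, in mega-counts (M), were 11.4 ± 3.47 M in surface controls (SD, n = 4), 9.16 ± 0.742 M in surface UV-B libraries (n = 4), 9.10 ± 0.378 M in cave controls (n = 3) and 9.07 ± 1.58 M in cave UV-B libraries (n = 3). No difference in library totals between UV-B and control libraries was detected in surface fish (exact permutation p = 0.371). The cave groups are too small for such a test to pass 0.05, as its smallest possible p is 0.10.

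The first question was how population and treatment order the libraries. Principal component 1 held 82.9% of the variance of the 500 most variable genes and principal component 2 held 11.8%. All 6 cave libraries lay above all 8 surface libraries on component 1 (exact permutation p = 0.000333, the smallest that 3003 arrangements allow, and 0.00699 after adjustment over 21 tests). Component 2 separated UV-B from control libraries within each population. In surface fish it averaged -7.17 ± 1.07 in controls and 6.77 ± 2.13 after UV-B (SD, n = 4 each, exact permutation p = 0.0286, adjusted 0.050). In cavefish it averaged -10.4 ± 3.16 in controls and 10.9 ± 0.786 after UV-B (SD, n = 3 each), and 3 against 3 libraries cannot go below an exact p of 0.10. The choice of genes moved these shares most, since component 1 held 54.2% of the variance when all expressed genes entered.

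UV-B libraries also concentrated their counts in fewer genes. The 500 most abundant genes of a library took 47.3% ± 1.01 of its counts in surface controls and 52.2% ± 1.19 after UV-B (SD, n = 4 each, exact permutation p = 0.0286, adjusted 0.050). In cavefish the share was 54.5% ± 3.09 in controls and 62.1% ± 2.64 after UV-B (SD, n = 3 each, exact p = 0.10, the smallest possible). The groups of each population did not overlap. Cave controls exceeded surface controls in this share (exact permutation p = 0.0286, adjusted 0.050).

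**Figure D1:**
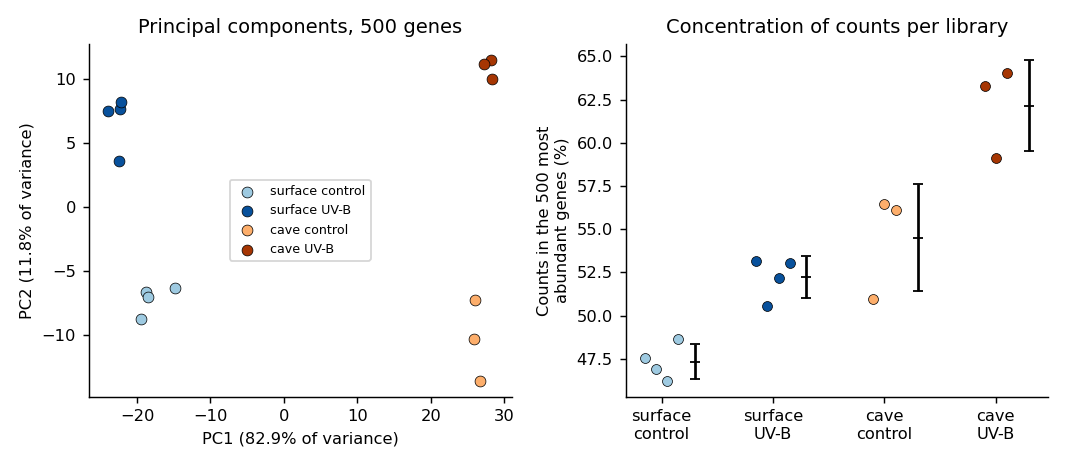
Left, position of the 14 libraries on principal components 1 and 2 (arbitrary units) of the 500 most variable genes. Right, percent of each library's counts in its 500 most abundant genes, with points for libraries and bars for the mean ± SD of each group (n = 4, 4, 3 and 3); UV-B libraries lie above the controls of their population in both panels' vertical axes.

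The next comparison asked which genes changed after UV-B in surface fish. Of 15523 genes tested, 4465 had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test, 2073 higher and 2392 lower after UV-B. The change was at least 2-fold in 728 of them. Of the fits without a single library, the one without surface control replicate 3 moved the count most, to 3286 genes. The highest log2 fold change among genes that met the naming rule was that of ENSAMXG00000037420 (4.08, SE 0.20, adjusted p = 1.19e-09). It rose from 1.201 ± 0.145 to 20.7 ± 3.72 normalised CPM (counts scaled to a common mega-count total; SD, n = 4 each). The lowest among them was that of ENSAMXG00000030906 (-3.47, SE 0.29, adjusted p = 6.40e-07), which went from 13.8 ± 5.03 to 1.23 ± 0.360 normalised CPM. The deposited files give these identifiers without gene names.

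The same comparison in cavefish gave 4015 of 15244 genes, 1917 higher and 2098 lower after UV-B, and 1300 of them changed at least 2-fold. This count rested in part on single libraries: it was 2365 without cave UV-B replicate 1 and 2434 without cave UV-B replicate 4. Under the same rule the gene with the highest log2 fold change was again ENSAMXG00000037420 (5.89, SE 0.27, adjusted p = 1.50e-08), which rose from 0.649 ± 0.256 to 39.7 ± 4.43 normalised CPM (SD, n = 3 each). The lowest under it was ENSAMXG00000034250 (-5.15, SE 0.70, adjusted p = 0.000166). Its cave controls varied widely, with 33.025, 39.0 and 6.61 normalised CPM in replicates 2, 3 and 4, and its cave UV-B libraries held 4, 0 and 12 counts in replicates 1, 2 and 4.

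Surface and cave comparisons differ in their number of libraries, so the surface comparison was repeated with 3 against 3. Over the 16 choices of surface libraries the median count was 3171 genes, with a range from 2318 to 4778, which includes the cave count of these fits. With all libraries in a single model, cavefish had more calls than surface fish (5076 against 3798), so the order of the total counts depends on the model. The number changed at least 2-fold had a median of 675 and a range from 559 to 938, below the 1300 genes of the cave comparison in every choice.

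Both responses were then compared gene by gene over the 14889 genes tested in both populations. Of these, 2346 were called in both populations, where independent calls would give 1164. Among them 2313 (98.6%) changed in the same direction, 1101 higher and 1212 lower after UV-B, and 33 changed in opposite directions. A further 2009 genes were called only in surface fish and 1632 only in cavefish, and 82.3% and 83.9% of these had the same sign in the other population. Across genes, which are not independent replicates, the fold changes had a Pearson r of 0.649. The slope of the cave on the surface response was 1.53 with a jackknife SE of 0.292, without correction for noise in the fold changes. Corrected for noise, the slope was 1.44 and the regression of cave on surface changes was 1.09. A typical gene therefore need not respond 1.53 times as strongly in cavefish. The uncorrected slope moved most with the filter, to 2.13 when every gene with at least 1 count entered.

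A call in one population alone does not show that the response differs, so the difference itself was tested. Of 16104 genes, 596 had an adjusted p-value under 0.05 for the interaction of population and treatment (2756 genes had an unadjusted p under 0.05). The log2 change was lower in cavefish for 369 and higher for 227, and the difference was at least 2-fold in 288. These genes were sorted by their fold change estimates, without requiring a call in either population. The sign was the same in 328 genes with the larger estimate in cavefish (55.0%) and in 23 with the larger in surface fish (3.86%). It was opposite in 245 (41.1%). Of the interaction calls, 199 were called for UV-B in both populations, 33 of them in opposite directions. Only 92 of the 2009 genes called in surface fish alone and 279 of the 1632 called in cavefish alone were among the interaction calls. The count was 326 without cave UV-B replicate 4, 332 with the replicate number as a block and 930 with DESeq2. Among interaction calls with a mean of at least 50 counts, the highest positive difference was that of ENSAMXG00000031873 (4.59, SE 0.70, adjusted p = 0.000785). That gene had 5, 2 and 2 counts in the 3 cave controls and 54, 106 and 58 counts after UV-B, a log2 fold change of 4.91 in cavefish (adjusted p = 1.92e-05) against 0.32 in surface fish (adjusted p = 0.478). The most negative among calls with that mean was that of ENSAMXG00000034250 (-4.50, SE 0.92, adjusted p = 0.00795), whose adjusted p was 0.177 with limma-voom and ran from 0.000590 to 0.177 over the alternatives that tested the gene.

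**Figure D2:**
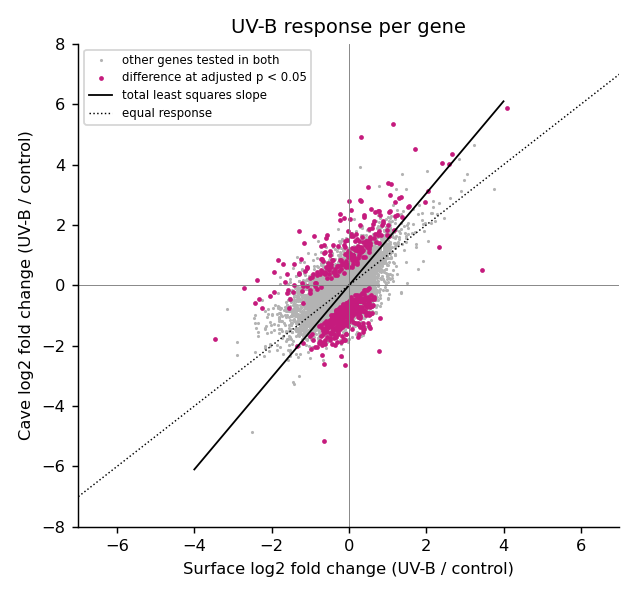
Log2 fold change after UV-B of each gene tested in both populations, in surface fish (horizontal) and cavefish (vertical). Genes whose response differed between populations at an adjusted p under 0.05 are coloured. The solid line is the total least squares slope of 1.53, not corrected for noise, and the dotted line marks equal responses.

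Expression before UV-B was compared between control larvae. Of 15812 genes, 4367 differed between cave and surface controls, 2003 higher and 2364 lower in cavefish, and 1713 of them at least 2-fold. Among fits that left out a library, the count moved most without surface control replicate 3, to 3243 genes. Larger differences were more often lower in cavefish: 61.8% of the calls of at least 2-fold and 79.5% of those of at least 8-fold, against 54.1% of all calls. There were 33 genes with a mean of at least 50 counts in surface controls and at most 3 counts in every cave control, and 21 of them were at most 3 counts in every cave UV-B library too. The reverse held for 6 genes. Cave alleles that map poorly to the reference would give such patterns too, so they cannot be read as expression alone.

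The study was concerned with DNA repair after UV-B, and 2 repair genes could be matched to the files. The gene cpdp (ENSAMXG00000001885) encodes the photolyase that reverses cyclobutane pyrimidine dimers with light. It had 58.7 ± 0.677 normalised CPM in surface controls and 84.2 ± 9.28 after UV-B (SD, n = 4 each), a log2 fold change of 0.52 (SE 0.090, adjusted p = 0.000551). In cavefish it had 59.7 ± 7.93 in controls and 61.9 ± 7.21 after UV-B (SD, n = 3 each), a difference within the spread between replicates (log2 fold change 0.054, SE 0.14, adjusted p = 0.809). The difference between these responses was -0.47 (SE 0.16). It did not pass the threshold over all genes (adjusted p = 0.106) and passed it adjusted over the list alone (0.0152), which held the 2 measurable genes. The list was drawn from genes the study discussed, and the study described cpdp in these samples. The list is therefore not independent evidence. Over the alternatives the adjusted p of this difference ran from 0.0230 to 0.260, and it passed the threshold only when counts were scaled to library totals (-0.60). With TMM scaling no difference in cpdp between cave and surface controls was detected (log2 fold change 0.0042, SE 0.11, adjusted p = 0.981).

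The gene ddb2 (ENSAMXG00000000525) encodes a protein that recognises UV damage for nucleotide excision repair. Its log2 fold change was 0.26 in surface fish (SE 0.14, adjusted p = 0.177) and -0.26 in cavefish (SE 0.14, adjusted p = 0.200), neither past the threshold. The surface value ran from 0.086 without surface UV-B replicate 3 to 0.37 without surface UV-B replicate 2. Scaled to library totals the cave value was -0.58 (adjusted p = 0.00893, with a range from 0.00336 to 0.448 over the alternatives), where the median of all genes was -0.33. The difference between the surface and cave responses, -0.52 (SE 0.21), had an adjusted p of 0.199 over all genes and 0.0229 adjusted over the list alone. Without single libraries this difference ran from -0.62 to -0.34. Of the 2 genes, both were called for the interaction over the list alone and 0 over all genes, where each had an unadjusted p under 0.05 (0.00758 for cpdp and 0.0229 for ddb2). Between cave and surface controls the log2 fold change of ddb2 was -0.15 (SE 0.12, adjusted p = 0.376). It was -0.33 with library totals (adjusted p = 0.0388) and -0.84 scaled to rpl13a (adjusted p = 0.000343).

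The ribosomal protein gene rpl13a (ENSAMXG00000033532), which served as the reference in the study's quantitative PCR of other fish, was also examined after its values were seen. It was higher after UV-B in surface fish (1541 ± 110.4 against 2175 ± 335.7 normalised CPM, log2 fold change 0.50, SE 0.11, adjusted p = 0.00255). In cavefish the log2 fold change was 0.66 (SE 0.18, adjusted p = 0.0156), and without cave UV-B replicate 1 or 4 the adjusted p was 0.0748 or 0.0694 (range over the alternatives 0.000118 to 0.0748). It was also higher in cave than in surface controls (0.70, SE 0.12, adjusted p = 0.000696). When counts were scaled to rpl13a, the log2 fold change of cpdp in surface fish was 0.032 (adjusted p = 0.867), and in cavefish it was -0.60 (adjusted p = 0.0218). The difference of cave from surface controls in cpdp was then -0.69 (adjusted p = 0.000757). Over the UV-B responses the alternatives gave the following ranges. Over all alternatives the adjusted p of cpdp ran from 3.67e-06 to 0.867 in surface fish and from 0.0218 to 0.948 in cavefish.

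**Figure D3:**
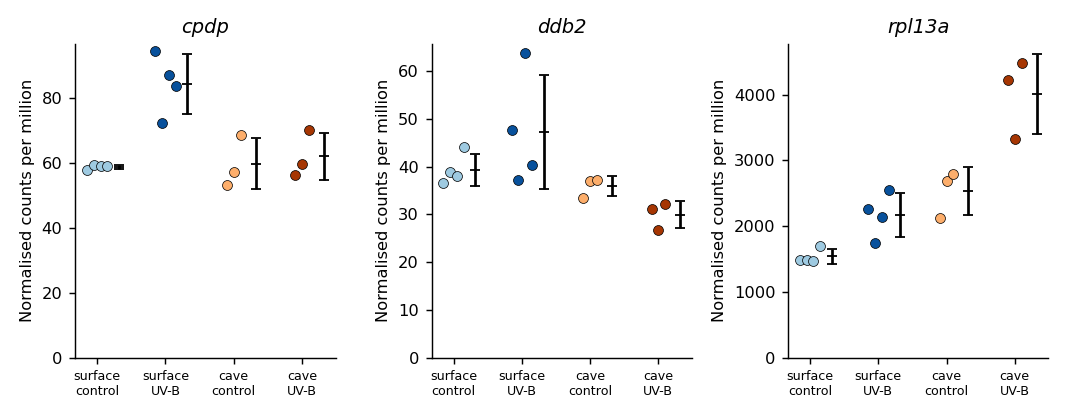
Normalised CPM (TMM scaling) of cpdp, ddb2 and rpl13a in each library, with points for libraries and bars for the mean ± SD of each group (n = 4, 4, 3 and 3). All 4 surface UV-B libraries exceed the surface controls in cpdp, and cave UV-B libraries overlap the cave controls.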

Values the study reported

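For the UV-B experiment, the study reported that principal component 1 accounted for 86% of the variance and separated the populations. It reported that component 2 accounted for 9% and separated the treatments.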

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

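The tests in this part were chosen after the results they bear on were seen, except the permuted residuals and both tests across genes on surface UV-B replicate 2, which were chosen before their outcome was known. The fits without single libraries and the other gene filters and tools used here were fixed before the data were examined.

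The response to UV-B differed between populations for 596 genes by the test of the difference itself. Splits of the libraries that reassigned treatment within each population gave as many genes in 9 of 100 cases, and as many genes changed at least 2-fold in 11 of 100, the real split included in each. In all 8 of the other splits with as many genes the cave labels were correct and 2 or 3 surface libraries of each treatment had changed sides, so those fits measured the cave response itself as a difference. When the population and treatment effects were first removed and the residuals permuted, 1 of 100 orders gave as many calls, which was the real one (636 genes by limma on log2 CPM, against at most 1 in the others). A single response that is larger in cavefish could account for much of the part with the same sign. Of those genes, 93.4% had the larger fold change estimate in cavefish. The share that the selection of these genes alone would give was not computed. A single response leaves out 33 genes called in both populations in opposite directions, each with an interaction call. Differences between pools in stage or handling were not recorded and remain open beside a population difference in the response.

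The gene ENSAMXG00000031873 was picked out because its response differed between populations by 4.59 on the log2 scale. It was near the counting limit in all 3 cave controls and reached the level of surface fish after UV-B. Neither this gene nor the next was tested under the filter of at least 10 counts in every library, which their low counts do not pass. Over the other scaling, filter and tool alternatives and the fits without single libraries, the difference ran in the same direction with adjusted p-values from 7.33e-08 to 0.0348, the last with limma-voom (4.21). The gene ENSAMXG00000034250 was picked out for a difference of -4.50. Its value rests on high and uneven cave controls, and with limma-voom the difference was -4.74 at an adjusted p of 0.177 (range over the alternatives that tested it 0.000590 to 0.177). In surface UV-B replicate 1 it stood at 2.01 log2 CPM, against 0.39 to 0.55 in the other 3 libraries of that group. Reads shared with a related gene were not tested for either gene, and no biological explanation was tested.

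Surface UV-B replicate 2 lay nearer to the controls on principal component 2, at 3.61 against 7.55 to 8.27 in the other 3 libraries. Low depth is argued against, since its total of 10.2 M counts ranked 1 from the highest in its group. With all expressed genes in the analysis, replicate 2 was still the lowest, but its gap over the range of the group was 0.738, under the value required to set a library apart, so a contribution of the most variable genes cannot be told apart from a broader shift. The fold changes of replicate 2 had a slope of 0.417 on the cave response, which shares no library with it, and those of replicates 1, 3 and 4 had slopes of 0.544, 0.530 and 0.538. A weaker response across the genome in this pool is therefore a candidate explanation. Whether it came from a lower dose, from slower larvae or from handling was not tested.

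The level of rpl13a in surface control replicate 4 was 10.74 log2 CPM, against 10.53 to 10.54 in the other 3 surface controls. Among 26 sets of 4 libraries examined, 3 had a library whose gap from the rest exceeded the critical value of Dixon's test, where chance gives 1.3. No biological explanation was tested for this library.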

How the results depend on the processing

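Alternatives fixed before the data were examined are named in the processing summary. Library totals, thinning, scaling to rpl13a and the noise-corrected slope were chosen after seeing the data.

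The counts of called genes for the surface response, the cave response and the population difference stayed within 1.5 times the values above under the other scalings, filters, tools and thinning. Of the 4465 surface calls 4366 were shared with DESeq2, and of the 4015 cave calls 3749. The interaction gave 930 genes with DESeq2, 593 of them among the 596, and the cause was not tested. Calls of at least 2-fold fell with filters that test fewer weakly expressed genes: 454 in surface fish with a mean of at least 50 counts, and for the population difference 1014 with that filter and 1023 with at least 10 counts in every library. Scaling to library totals raised the cave calls of at least 2-fold to 2086.

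Library totals moved the direction of change most. The median log2 fold change of all genes went to -0.18 in surface fish, -0.33 in cavefish, -0.12 for the interaction and -0.21 for the population difference. The share of calls that were higher went from 46.4% to 16.1% in surface fish, from 47.7% to 15.0% in cavefish, from 38.1% to 16.8% for the interaction and from 45.9% to 23.7% for the population difference. All directions above are therefore relative to the typical gene.

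Leaving out single libraries gave from 3286 to 4630 genes for the surface response, from 2365 to 4115 for the cave response, from 326 to 819 for the interaction, from 3243 to 5206 for the population difference and from 1527 to 2359 genes called in both populations. The lowest values came without surface control replicate 3, cave UV-B replicate 1, cave UV-B replicate 4, surface control replicate 3 and cave UV-B replicate 1, in that order. The interaction was also lowered by over 1.5 times without surface control replicate 1 (383) or 2 (392), surface UV-B replicate 4 (394) or cave control replicate 3 (381). These fits have fewer samples.

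The slope of the cave on the surface response was 2.13 with every gene with at least 1 count and 1.95 with DESeq2, which also kept weakly expressed genes. With all libraries in a single model it was 1.72, with 3798 surface, 5076 cave and 5042 population calls. Without single libraries it ran from 1.39 to 1.72, and the noise-corrected slope was 1.44. Component 1 held 72.2% of the variance with 2000 genes, 54.2% with all expressed genes and 88.4% on log2 CPM, and component 2 held 18.3%, 22.7% and 4.39%. Under each of these settings, and without each library, component 1 separated the populations and component 2 the treatments.

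The fit with the replicate number as a block gave 4486 genes for the surface response, 3493 for the cave response, 332 for the interaction and 2874 for the population difference. Cave control replicate 3 and cave UV-B replicate 1 have no same-numbered partner. The blocked cave effect, also within the interaction, therefore rested on numbers 2 and 4, so fewer calls can also come from fewer libraries. Same-numbered surface control and UV-B libraries deviated together with r of 0.143, -0.050, 0.013 and 0.128 across genes for numbers 1 to 4. Cave libraries shared only numbers 2 (0.228) and 4 (0.140). Differently numbered control and UV-B libraries reached 0.180 in surface fish and 0.130 in cavefish. Same-numbered controls of the populations had r of -0.024, -0.196 and 0.0027. The numbers did not establish pairs, but pairing within cavefish is not excluded. The block moved the adjusted p of ENSAMXG00000034250 for the interaction to 0.0900.

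Directions that reversed were those of values near 0 or scaled to rpl13a. The cave response of cpdp was -0.26 with library totals, -0.60 scaled to rpl13a, and between -0.043 (without cave UV-B replicate 4) and 0.16 (without cave control replicate 4) over the fits without single libraries, with -0.017 without cave control replicate 2. The surface response of ddb2 was -0.22 scaled to rpl13a. The population difference of cpdp was -0.0030 with every gene with at least 1 count, -0.0049 with at least 10 counts in every library, -0.0017 with limma-voom, -0.0097 with the block, -0.18 with library totals, -0.69 scaled to rpl13a, and between -0.072 (without cave control replicate 4) and 0.11 (without cave control replicate 2) over the fits without single libraries, with -0.0063 without surface control replicate 1. Scaling to rpl13a moves these by construction, since that gene itself was higher relative to the typical gene. For named genes, 333 other values kept their direction and side of the threshold, 5 were weaker and 5 stronger.

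The DNA repair lists and gene set tests, with their alternatives, were not run because 0 gene identifiers matched the table of names. With 3 cave libraries per group, exact tests of library measures have a smallest p of 0.10. Thinning every library to the smallest total moved the cave calls from 4015 to 3901. Whether depth limits calls for weakly expressed genes in particular was not tested.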

Other observations

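Tests in this part were chosen after the result they bear on was seen, with some exceptions. Exceptions were the tests of depth and single genes on the concentration of counts, of cave control replicate 2 and of depth on absent genes. The 3 against 3 surface fits and the uncorrected slopes without single libraries were also exceptions, fixed before the data were examined.

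Other splits of the same libraries bear on the counts of called genes. For the surface response 1 of 35 splits of the 8 libraries gave as many genes, for all calls and for those of at least 2-fold, and this was the real one. For the population difference 1 of 35 splits of the 7 control libraries gave as many, again the real one for both counts. For the cave response 1 of 10 splits gave as many in both counts, and 10 splits cannot give a share under 0.1.

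The UV-B response was larger in cavefish, and the technical explanations tested did not account for it. The most 2-fold calls in any 3 against 3 surface comparison was 938, below the cave count of 1300, which argues against group size. Noise widens fold changes, more so with fewer libraries, but the noise-corrected slope was 1.44 with a jackknife SE of 0.207 and no lower than 1.33 without any single library. Thinned to equal library totals the slope was 1.52, and the lowest slope without a single library was 1.39. Equal totals do not equalise the counts of a typical gene, since TMM factors averaged 1.15 in surface controls and 0.81 in cave UV-B libraries. Corrected for noise, the responses had a standard deviation across 12481 genes of 0.40 in surface fish and 0.54 in cavefish on the log2 scale and a correlation of 0.811. Because they are not the same response, the regression of cave on surface changes was only 1.09. A broader transcriptional reaction of cavefish to the same exposure is a hypothesis. A different dose reaching the tissue, other timing at 90 min and unrecorded batches remain open and untested.

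Across genes, cave controls were not shifted along the surface UV-B response. With separate surface controls for each comparison, the population difference and the surface UV-B response had a Pearson r across genes of at most -0.096 over the 6 choices of controls, and at least -0.167. This argues against the hypothesis that cavefish already express the surface response as a whole at rest. It does not cover single measures on which cave controls lay nearer to surface UV-B libraries than to surface controls. These were the share of the 500 most abundant genes (54.5% in cave controls, 52.2% after UV-B in surface fish and 47.3% in surface controls), the TMM factor (1.01, 1.02 and 1.15) and rpl13a (2536, 2175 and 1541 normalised CPM). Whether these have a common cause was not tested.

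The concentration of counts after UV-B did not follow depth or a few genes. The difference between surface means was 4.91 percentage points after thinning to equal depth and 5.03 without the 10 most abundant genes, and in cavefish it was 7.66 and 7.99. Genes ranked among the 500 most abundant in the other population's controls had a median log2 fold change of 0.27 in surface fish and 0.39 in cavefish, and 83.6% and 82.6% of them were higher, against 50.5% and 49.8% of the other genes. The same axis may also vary without UV-B. Cave control replicate 2 was the least concentrated of its group, and the difference of the other 2 cave controls from it had an r of 0.188 across genes with the surface response. With a single such library, this source and UV-B cannot be told apart as parts of the shift. Without added standards it is also open whether abundant transcripts rose or all others fell.

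The higher relative level of rpl13a after UV-B and in cave controls was not a product of TMM scaling alone. The smallest of its 3 log2 fold changes under library totals was 0.31. Both scalings are relative, so whether rpl13a rose or other transcripts fell is open. Near-identical gene copies were not tested. A reference gene whose relative level differs with treatment may alter relative expression: scaled to rpl13a, cpdp changed by 0.032 in surface fish.

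The excess of genes absent from cave controls over genes absent from surface controls (33 against 6, two-sided exact binomial p = 1.43e-05) did not come from the deeper surface libraries. After thinning it was 32 against 9. The binomial test assumes equal odds, yet absence had to hold in all 4 surface controls and in only 3 cave controls. How much of the excess this gives was not tested. Among population calls of at least 8-fold, 79.5% were lower in cavefish. Cave alleles that map poorly to the reference and genes lost or silent in cavefish would both give this, so they cannot be told apart from counts. The origin of the fish behind the reference genome was not checked here.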
